A study of Mus musculus with 6 samples.

How the data were processed

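Small RNA was profiled in nephron progenitor cells, the cells of the developing kidney cortex that give rise to nephrons, from CD1 mice at embryonic day 14.5 (E14.5) and on the day of birth (P0). Per the labels' protocols, kidneys of 1 litter were pooled for each sample, the outer cells were released by a short enzyme digestion, and progenitors were pulled down on magnetic beads carrying an antibody against the surface integrin Itga8. Total RNA was made into single-end libraries with the QIAseq miRNA kit, per the labels' protocols. The labels gave 3 samples for each of the 2 stages and numbered them 1 to 3 within a stage, and that number was taken as the replicate number. Same-numbered samples of the 2 stages were different litters, so the replicate numbers were examined for pairing and were not assumed to pair the samples. The sample titles carried other numbers, 2, 5 and 6 for E14.5 replicates 1 to 3 and 2, 4 and 6 for P0 replicates 1 to 3. The title numbers of replicate 2 thus differed between the stages, and pairing by title number was not tested.

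The authors deposited 1 table of 1104 rows, each a mature miRNA at a genomic position, with a TPM value for each of the 6 samples. All value columns were matched to samples by their titles. Neither the labels nor the table header named the trimming, the aligner, the counting, the treatment of molecular tags or the genome build. The deposited TPM columns each summed to 1000000. Each deposited TPM value multiplied by the end minus the start position was a whole multiple of a fixed step per sample in 100% of values, so the values are read counts divided by that length and scaled to the library total. With the end minus the start plus 1 base, 14.0% of low values were whole multiples. The whole reads recovered in this way, divided by median-of-ratios size factors from 589 rows and averaged over the samples, equalled the authors' deposited baseMean, a normalised signal, with a largest relative difference of 4.75e-15. The table also held the authors' log2 fold change with its standard error, a test statistic (a score), a p-value and an adjusted p-value per row, per the file headers. The model behind them was not stated, and the sign of the authors' log2 fold change was taken as P0 over E14.5 because it followed the direction of the per-sample values.

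The 1104 rows named 1034 distinct mature miRNAs. For 52 miRNAs with copies at more than 1 genomic position (70 additional rows), the row with the highest total was used, and the sum over rows was an alternative. Positions are those of the table. Of its rows, 1090 lay inside a miRNA gene of GENCODE release M21 (build GRCm38) on the same strand and 14 did not, and the gene context and the GC content of each mature sequence were read from that annotation. Host genes were sought on the same strand only, among protein-coding and long non-coding genes. Genes on the opposite strand and other gene classes were not considered. GC content was obtained for 1020 of the miRNAs (98.6%). Among the miRNAs with a sequence, 17 shared theirs exactly with a miRNA of another name, so how reads were divided between those names depended on the authors' counting.

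Recovered reads summed over all rows ranged from 2649506 to 34934526 per library, with reads of a multi-copy miRNA present in each of its rows. A floor of 3 reads, for a length step of 21 bases, corresponded to 1.14, 0.127 and 0.587 TPM in E14.5 replicates 1, 2 and 3 and to 0.0863, 0.135 and 0.140 TPM in P0 replicates 1, 2 and 3. Shares of reads in single libraries are given with 95% Wilson intervals. Intervals and floors cover counting error only, because whether molecular tags had been used to remove PCR duplicates was not stated.

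The design fixed before the data were examined assumed read counts and a quasi-likelihood count test with trimmed-mean scaling. Since the deposited values were TPM, the fallback written in the same design was used. It was limma 3.58.1 (R 4.3.3) with a mean-variance trend and moderated variances on log2(TPM + 1), over miRNAs with a mean of at least 1 TPM, fitted to all 6 samples with the stage as the only term. Fold changes are therefore on the log2(TPM + 1) scale, which understates the change of low miRNAs. P-values were adjusted by the Benjamini-Hochberg method and called below 0.05. The lists for 7 miRNA families and 4 groups of cell-type marker miRNAs were written before the data were examined and tested with limma's two-sided rotation test (fry), adjusted within each kind of list. The rule for naming single miRNAs was also fixed at that point. It took, among miRNAs past the threshold with a mean of at least 10 TPM and no overlap between the stages, the 5 largest rises and the 5 largest falls, together with the 5 most abundant miRNAs and the 10 let-7 family members on the list.

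Alternatives fixed before the data were examined were median-of-ratios and upper-quartile scaling, limma-voom on the recovered reads, no filter, a filter at 10 TPM, a pseudocount of 0.1, summed rows, leaving out the most abundant miRNA, the replicate number as a block, a competitive set test (camera, inter-gene correlation 0.01), and leaving out each sample in turn. Alternatives added after seeing the data were trimmed-mean scaling (30% of ratios and 5% of abundances trimmed), limma-voom with median-of-ratios size factors, a GC correction by loess (span 0.5) of each library's deviations, and the block combined with the GC correction or with median-of-ratios scaling. Trimmed-mean scaling was that of the count test in the design, and only its use in the limma fit was added. Rank correlations with GC content used 100000 permutations. For equal-depth checks, each library was drawn down to 2237956 reads 20 times. Data were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

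The procedure was tested on simulated data for 1034 miRNAs with the real libraries' sizes. Reads were recovered exactly in 100% of simulated values. All of the 200 miRNAs changed by 2 on the log2 scale were called (100%), and 6.10% of the 213 calls were false. The simulated libraries shared a single noise level, none was an outlier, and the changed miRNAs had a mean of at least 10 TPM. This recovery therefore does not give the power in the real libraries, where P0 varied more. The 3 most abundant of the 1034 simulated miRNAs alone were then raised by 3 on the log2 scale. For unchanged miRNAs the TPM fit gave a median log2 change of −1.21, and it called 610 of them. With median-of-ratios scaling 0 were called, and with trimmed-mean scaling 0. A simulated GC trend fell from a Spearman rho of 0.852 to 0.011 after the GC correction. The rotation test gave a p-value of 0.00242 for a set of simulated miRNAs that was shifted and of 0.0507 for a set that was not.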

Results

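The study compared the miRNA content of mouse nephron progenitor cells at an embryonic stage, E14.5, and at birth, P0, with 3 litter pools per stage. The recovered reads numbered 2649506, 23691028 and 5128723 in E14.5 replicates 1, 2 and 3 and 34934526, 22263624 and 21508833 in P0 replicates 1, 2 and 3. Of 1034 mature miRNAs, 821, 933 and 766 had at least 1 read in the E14.5 libraries and 930, 748 and 701 in the P0 libraries. The labels gave no sequencing batch or date, so no within-batch comparison was made. The 2 smallest libraries were both from E14.5, so depth and stage were partly aligned in the less abundant miRNAs.

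A principal component analysis of log2(TPM + 1) over the 670 miRNAs with a mean of at least 1 TPM placed 74.8% of the variance on the first component and 11.8% on the second. The E14.5 libraries scored −25.5, −16.2 and −26.2 on the first component. P0 replicates 2 and 3 scored 33.2 and 33.5, while P0 replicate 1 lay between the stages at 1.14 and was set apart on the second component at −21.4. The mean Pearson correlation of P0 replicate 1 was 0.948 with the E14.5 libraries and 0.908 with the other P0 libraries, across miRNAs within these libraries. The P0 group was therefore the more variable of the 2 groups. The midway position of P0 replicate 1 depended on the scaling. After median-of-ratios scaling its first-component score was −5.94, nearer to the E14.5 libraries (−20.9, −10.9 and −18.4) than to P0 replicates 2 and 3 (27.6 and 28.5).

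**Figure D1:**
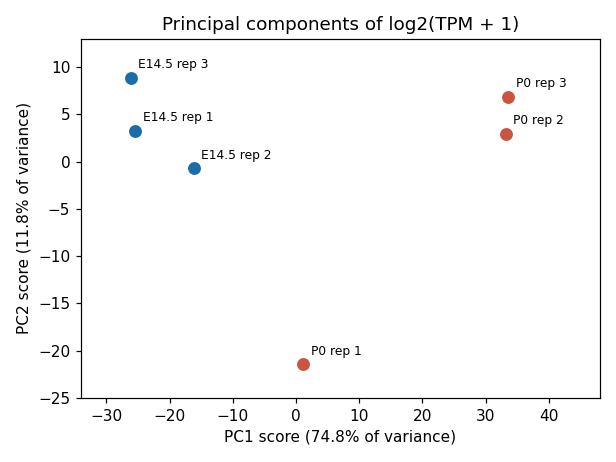
Scores of the 6 libraries on the first 2 principal components of log2(TPM + 1), in arbitrary units, with E14.5 in blue and P0 in red. P0 replicate 1 has a first-component score of 1.14, between the E14.5 libraries (−26.2 to −16.2) and the other P0 libraries (33.2 and 33.5).

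The first question was how concentrated the miRNA pool was at each stage. The 10 most abundant miRNAs of each library took 42.6% ± 2.10 of the reads at E14.5 (SD, n = 3) and 61.1% ± 12.4 at P0 (SD, n = 3). An exact two-sided permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow, so this comparison could not reach 0.05. The share was 40.7% (95% Wilson interval 40.6 to 40.7), 44.8% (44.8 to 44.8) and 42.3% (42.3 to 42.4) in E14.5 replicates 1 to 3, and 46.8% (46.8 to 46.9), 66.9% (66.9 to 66.9) and 69.5% (69.4 to 69.5) in P0 replicates 1 to 3. The most abundant miRNA was miR-199a-3p in the E14.5 libraries, with 6.96%, 7.35% and 8.64% of the reads. It was miR-16-5p in P0 replicate 1, with 8.45%, and miR-196a-5p in P0 replicates 2 and 3, with 18.3% and 19.5%. Taking the 10 miRNAs with the highest mean over all libraries gave 40.3% at E14.5 and 58.5% at P0.

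The second question was which miRNAs changed between the stages. Of the 670 miRNAs tested with limma, 229 had an adjusted p-value under 0.05, of which 9 were higher and 220 lower at P0. With median-of-ratios scaling, 73 were called, of which 38 were higher and 35 lower, and 44 miRNAs were called under both scalings (9 higher, 35 lower). The median log2 fold change of all tested miRNAs was −1.20 in TPM and −0.18 after median-of-ratios scaling, so a miRNA of typical behaviour fell by 1.20 on the log2 scale in TPM. The stage values did not overlap for 332 of the 670 tested miRNAs (49.6%, against 10% by chance) and for 215 of the 229 called. The lowest count among the alternatives was 28 (17 higher, 11 lower), with limma-voom and median-of-ratios size factors, a setting chosen after seeing the data. Deviations of same-numbered samples from their stage means had a mean correlation of 0.139, against −0.071 for other numbers. The deviations within a stage cancel out, so the latter value largely follows from the former. The comparison therefore does not settle whether the replicate numbers pair the samples. With the replicate number as a block, 247 miRNAs were called (12 higher, 235 lower) in TPM, 56 (33 higher, 23 lower) with median-of-ratios scaling and 70 (38 higher, 32 lower) with the GC correction.

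**Figure D2:**
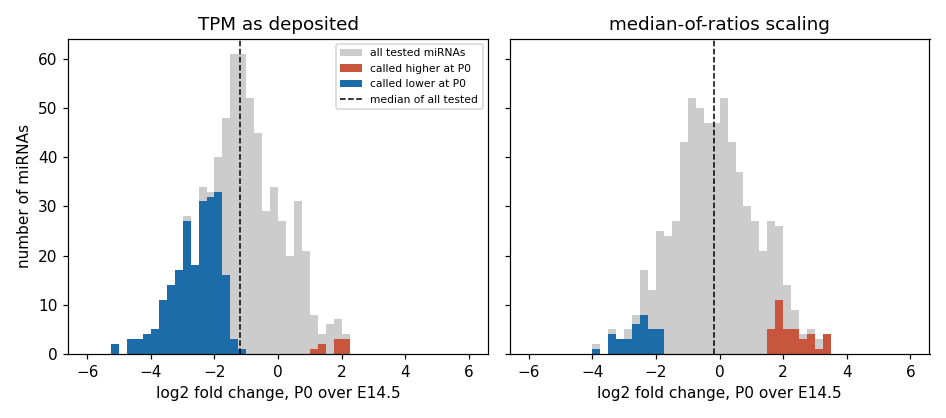
Number of miRNAs by log2 fold change of P0 over E14.5 among the 670 tested, in TPM (left) and after median-of-ratios scaling (right), with called miRNAs in red (higher) and blue (lower) and the median as a dashed line. The median lies at −1.20 in TPM, where 9 are called higher and 220 lower, and at −0.18 after scaling, where 38 are called higher and 35 lower.

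The 5 largest rises among called miRNAs were those of miR-668-3p, miR-328-3p, let-7b-5p, miR-1843a-3p and miR-140-3p. For each, the limma log2 fold change in TPM is given with its standard error (SE) and adjusted p-value, followed by the change after median-of-ratios scaling, which removes most of the general fall. miR-668-3p (chromosome 12, 109734774 to 109734797, plus strand, in an intron of the lincRNA Mirg) had 3.96 ± 2.94 TPM at E14.5 and 22.2 ± 13.4 at P0 (SD, n = 3). Its log2 fold change was 2.20 (SE 0.67, limma adjusted p = 0.0261), and 3.27 after scaling. It had 5 reads in E14.5 replicate 1, so its level there was poorly measured. miR-328-3p (chromosome 8, 105308379 to 105308400, minus strand, no host gene found on that strand) had 68.6 ± 21.1 TPM at E14.5 and 388 ± 260 at P0 (SD, n = 3). Its log2 fold change was 2.17 (SE 0.71, limma adjusted p = 0.0341), and 3.44 after scaling. let-7b-5p (chromosome 15, 85707325 to 85707346, plus strand, in an exon of the transcript Lncppara) had 3605 ± 677 TPM at E14.5 and 15301 ± 5455 at P0 (SD, n = 3). Its log2 fold change was 2.04 (SE 0.46, limma adjusted p = 0.00698), and 3.32 after scaling. miR-1843a-3p (chromosome 12, 80391615 to 80391636, minus strand, in an intron of Dcaf5) had 6.16 ± 2.32 TPM at E14.5 and 26.1 ± 13.5 at P0 (SD, n = 3), with 10 reads in E14.5 replicate 1. Its log2 fold change was 1.81 (SE 0.64, limma adjusted p = 0.0443), and 2.96 after scaling. miR-140-3p (chromosome 8, 107551288 to 107551308, plus strand, overlapping an exon of Wwp2) had 1219 ± 146 TPM at E14.5 and 4221 ± 1160 at P0 (SD, n = 3). Its log2 fold change was 1.76 (SE 0.46, limma adjusted p = 0.0133), and 3.05 after scaling. When each library was left out in turn, let-7b-5p stayed past the threshold in all 6 fits, whereas miR-140-3p lost it in 2, miR-668-3p in 4, and miR-328-3p and miR-1843a-3p in 5.

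The 5 largest falls were those of miR-374b-5p, miR-1983, miR-20b-5p, miR-200b-3p and miR-9-3p. miR-374b-5p (chromosome X, 103573112 to 103573133, minus strand, in an intron of the lincRNA Ftx) had 479 ± 47.2 TPM at E14.5 and 174, 7.61 and 1.12 TPM in P0 replicates 1, 2 and 3. The fall on the log2 scale was −5.02 (SE 1.18, limma adjusted p = 0.00841). After median-of-ratios scaling it was −3.88 with a limma adjusted p of 0.0585, above the threshold of 0.05. miR-1983 (chromosome 13, 21896930 to 21896950, minus strand, no host gene found on that strand) had 1142 ± 166 TPM at E14.5 and 84.6 ± 123 at P0 (SD, n = 3). The fall on the log2 scale was −5.01 (SE 0.93, limma adjusted p = 0.00435), and −3.76 after scaling. miR-20b-5p (chromosome X, 52742159 to 52742181, minus strand, no host gene found on that strand) had 210 ± 23.7 TPM at E14.5 and 11.2 ± 13.2 at P0 (SD, n = 3). The fall on the log2 scale was −4.66 (SE 0.72, limma adjusted p = 0.00332), and −3.48 after scaling. miR-200b-3p (chromosome 4, 156055685 to 156055706, minus strand, in introns of Ttll10 and Gm13648) had 2438 ± 1543 TPM at E14.5 and 124 ± 132 at P0 (SD, n = 3). The fall on the log2 scale was −4.55 (SE 0.77, limma adjusted p = 0.00344), and −3.27 after scaling. miR-9-3p, which has 3 genomic copies, is given at the Mir9-2 gene (chromosome 13, 83738858 to 83738879, plus strand, in an exon of the lincRNA C130071C03Rik), and its reads do not tell the copies apart. It had 123 ± 88.6 TPM at E14.5 and 5.65 ± 7.69 at P0 (SD, n = 3), with a log2 fold change of −4.52 (SE 0.88, limma adjusted p = 0.00485), and −3.47 after scaling. For each of these 5 miRNAs the highest P0 value was that of replicate 1.

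The 5 most abundant miRNAs over all libraries were miR-196a-5p, miR-16-5p, let-7i-5p, miR-199a-3p and miR-199b-3p. miR-196a-5p (2 genomic copies, given at Mir196a-2, chromosome 15, 102973365 to 102973386, in an intron of Hoxc5) had 32247 ± 8169 TPM at E14.5 (SD, n = 3). It had 28012, 161118 and 171747 TPM in P0 replicates 1, 2 and 3, so the stages overlapped and the limma adjusted p was 0.0660, against 0.0471 after median-of-ratios scaling. With the replicate number as a block it passed the threshold in TPM (limma adjusted p = 0.0225), with median-of-ratios scaling (0.0368) and with the GC correction (0.0261). Without the block it did not pass with upper-quartile scaling (limma adjusted p = 0.0546) or in limma-voom with median-of-ratios factors (0.0790). Without P0 replicate 1 its log2 fold change in TPM was 2.40 (limma adjusted p = 3.54e-05), and it did not pass when any other library was left out. miR-16-5p (2 copies, given at Mir16-2, chromosome 3, 69009918 to 69009939, in an intron of Smc4) had 53803 ± 9398 TPM at E14.5 and 70020 ± 2209 at P0 (SD, n = 3). This difference did not pass the threshold in TPM (limma adjusted p = 0.389) and did after median-of-ratios scaling (limma adjusted p = 0.0401). With upper-quartile scaling it did not pass (limma adjusted p = 0.0507). miR-199a-3p (2 copies, given at Mir199a-2, chromosome 1, 162217883 to 162217904, in an exon of Dnm3os) had 64886 ± 7319 TPM at E14.5 and 29447 ± 3071 at P0 (SD, n = 3; limma adjusted p = 0.0345). Its log2 fold change was −1.14 in TPM, close to the median of all miRNAs, and 0.15 after median-of-ratios scaling (limma adjusted p = 0.835), so its direction depended on the scaling. miR-199b-3p (chromosome 2, 32318524 to 32318545, no host gene found on its strand) had 42193 ± 4318 TPM at E14.5 and 23830 ± 4031 at P0 (SD, n = 3; limma adjusted p = 0.102), with a log2 fold change of −0.83 in TPM and 0.45 after scaling. The annotated sequences of miR-199a-3p and miR-199b-3p differ by 0 bases, so the division of reads between them is uncertain.

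The let-7 family was examined member by member because its list had been fixed beforehand. The summed TPM of its 10 listed members was 130189 ± 10734 at E14.5 and 217004 ± 30594 at P0 (SD, n = 3). In TPM 7 of the 10 had a higher mean log2 value at P0, and 8 of 10 after median-of-ratios scaling. let-7b-5p and let-7c-5p were called higher in TPM, the latter with 16856 ± 2579 TPM at E14.5 and 40296 ± 14505 at P0 (SD, n = 3; log2 fold change 1.20, limma adjusted p = 0.0452). let-7i-5p had 36159 ± 3851 TPM at E14.5 and 76616 ± 30526 at P0 (SD, n = 3; limma adjusted p = 0.0836). let-7a-5p, let-7e-5p, let-7f-5p and let-7k had log2 fold changes of 0.27, 0.56, 0.52 and 0.66 in TPM, none of them past the threshold (limma adjusted p of 0.583, 0.316, 0.302 and 0.339). After scaling, the changes of let-7a-5p, let-7c-5p, let-7e-5p, let-7f-5p and let-7i-5p were 1.56, 2.48, 1.84, 1.80 and 2.28, each past the threshold (limma adjusted p of 0.0432, 0.0309, 0.0333, 0.0309 and 0.0333), and that of let-7k was 1.82 (limma adjusted p = 0.0571). miR-98-5p fell from 2144 ± 390 TPM at E14.5 to 513 ± 297 at P0 (SD, n = 3), a log2 fold change of −2.19 (limma adjusted p = 0.0101) that was −0.91 after scaling (limma adjusted p = 0.159). let-7g-5p had log2 fold changes of −1.71 in TPM and −0.43 after scaling, and let-7d-5p of −1.21 in TPM and 0.07 after scaling. None of these passed the threshold in the fits to all libraries without the replicate block. With the block, let-7g-5p passed it in TPM (limma adjusted p = 0.0305). With the GC correction, let-7g-5p also turned positive, at 0.20. Among the members, 5 (let-7a-5p, let-7b-5p, let-7c-5p, let-7e-5p and let-7f-5p) differ from another member by 1 base, so the division of reads among them is uncertain. let-7j (chromosome 3, 140028281 to 140028304, plus strand, no host gene found on that strand) was not on the list and is given after its values were seen. It had 19.1 ± 4.01 TPM at E14.5 and 40.2 ± 16.3 at P0 (SD, n = 3), with a log2 fold change of 0.97 in TPM (limma adjusted p = 0.202) and 2.20 after scaling (limma adjusted p = 0.0496).

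**Figure D3:**
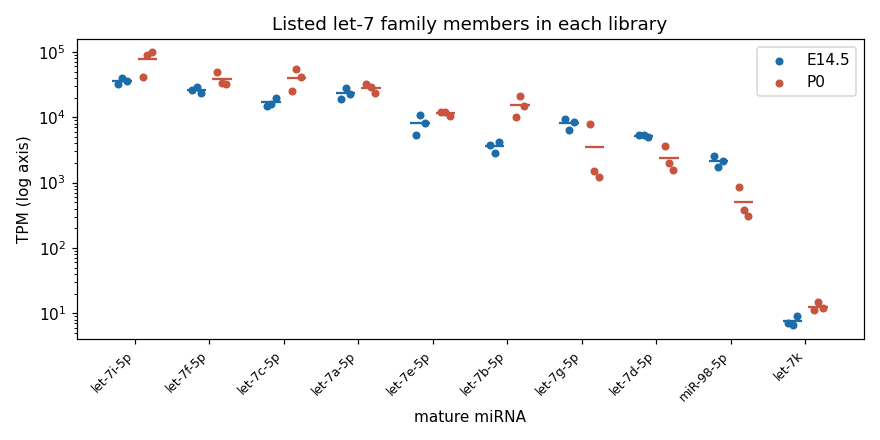
TPM of the 10 listed let-7 family members in each library on a log axis, with E14.5 in blue, P0 in red, a point per library and a bar at the mean of 3. In TPM 7 members have higher and 3 (let-7g-5p, let-7d-5p and miR-98-5p) lower mean log2 values at P0, whereas let-7d-5p is 0.07 higher after median-of-ratios scaling and let-7g-5p is 0.20 higher after GC correction.

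The third question was whether predefined families moved together. In TPM, the let-7 family had a mean log2 fold change of 0.11 (limma fry adjusted p = 0.133; with the replicate block 0.370), which became 1.39 with median-of-ratios scaling (limma fry adjusted p = 0.00832). The 13 miRNAs of the miR-17 cluster and its paralogues had a mean of −2.77, with 13 lower (limma fry adjusted p = 0.010; with the block 0.0425). It was −1.52 after scaling, with 10 lower and 3 higher (limma fry adjusted p = 0.0149). All 5 members of the miR-200 family were lower under both scalings, with means of −3.75 in TPM (limma fry adjusted p = 0.0277; with the block 0.0425) and −2.47 after scaling (limma fry adjusted p = 0.0420). The miR-200 members summed to 23183, 4122 and 14657 TPM in E14.5 replicates 1, 2 and 3, and to 1542, 500.2 and 872 TPM in P0 replicates 1, 2 and 3. Of 104 mature miRNAs listed for the imprinted Dlk1-Dio3 cluster, 90 were tested, and their mean was −1.44 in TPM (limma fry adjusted p = 0.00716; with the block 0.0425), near the median of all miRNAs. It was −0.36 after scaling (limma fry adjusted p = 0.0748). The miR-30 family did not pass the threshold, with means of −1.54 in TPM (limma fry adjusted p = 0.191; with the block 0.176) and −0.26 after scaling (limma fry adjusted p = 0.793). miR-125, miR-99 and miR-100 together had a mean of 0.03 in TPM (limma fry adjusted p = 0.687; with the block 0.75) and 1.32 after scaling (limma fry adjusted p = 0.0393; with the block 0.0628). miR-10 and miR-196 together changed direction with the scaling, from −0.06 in TPM (limma fry adjusted p = 0.569; with the block 0.678) to 1.22 (limma fry adjusted p = 0.0420; with the block 0.0484), and the rise did not pass the threshold with upper-quartile scaling (0.0597) or the GC correction (0.0551).

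Marker miRNAs of other cell types were tested as a measure of cell composition. The 2 endothelial markers were lower at P0 under both scalings, with a mean log2 fold change of −3.10 in TPM (limma fry adjusted p = 0.00809; with the replicate block 0.00745) and −1.81 after median-of-ratios scaling (limma fry adjusted p = 0.0474). They summed to 33403 ± 10029 TPM at E14.5 and 7303 ± 1445 at P0 (SD, n = 3). The 9 stromal markers had a mean of −1.83 in TPM (limma fry adjusted p = 0.00650; with the block 0.00672) and −0.55 after scaling (limma fry adjusted p = 0.0947). The 5 erythroid markers had a mean of −0.91 in TPM (limma fry adjusted p = 0.0119; with the block 0.0227) and 0.29 after scaling (limma fry adjusted p = 0.717). The 4 leukocyte markers had a mean of −0.62 in TPM (limma fry adjusted p = 0.110; with the block 0.0213) and 0.63 after scaling (limma fry adjusted p = 0.0474; with the block 0.120). The direction of the erythroid and leukocyte markers thus depended on the scaling.

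**Figure D4:**
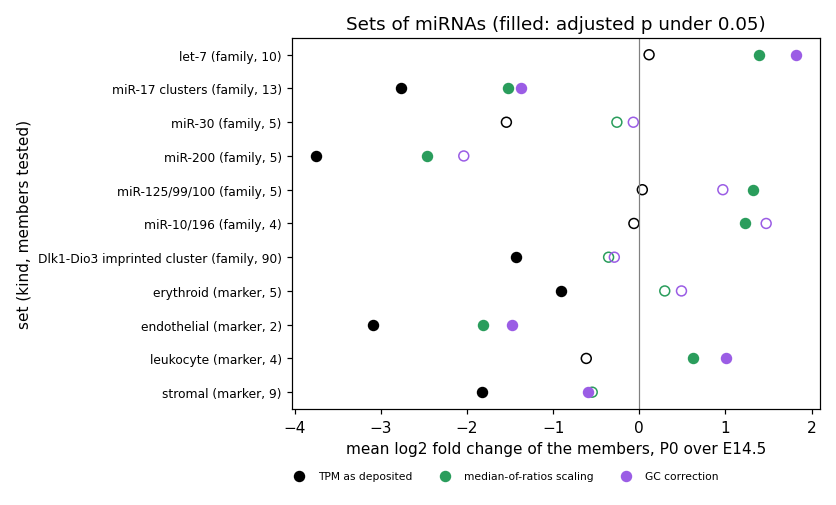
Mean log2 fold change, P0 over E14.5, of the tested members of each predefined set in TPM (black), after median-of-ratios scaling (green) and after GC correction (purple), with filled circles for adjusted p-values under 0.05. The miR-17 clusters (−2.77, −1.52 and −1.37), miR-200 (−3.75, −2.47 and −2.04) and the endothelial markers (−3.10, −1.81 and −1.48) are below 0 on all 3 scales, while miR-10 and miR-196, the erythroid and the leukocyte markers change sign.

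The calls were set against those of the authors. In the authors' deposited table, 108 distinct mature miRNAs had an adjusted p-value under 0.05, of which 53 were higher and 55 lower at P0. The authors' deposited table gave an adjusted p-value of 1 to 343 rows, each with a baseMean of at most 9.15. Of the miRNAs tested here, 107 were called in the authors' deposited table, all 107 changed in the same direction in the TPM fit, and 63 were also called in it. With median-of-ratios scaling, 58 of the 73 called miRNAs were also called in the authors' deposited table. Across miRNAs, which are not independent replicates, the Spearman correlation with the log2 fold changes of the authors' deposited table was 0.859 in TPM and 0.926 after scaling. For let-7b-5p the authors' deposited table gave a log2 fold change of 3.49 with a standard error of 0.56, and for miR-20b-5p −3.81 with a standard error of 0.67.

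The change between stages was also compared with the GC content of the mature sequence, in 26 relations across miRNAs, which are not independent replicates. Over 666 miRNAs the log2 difference of the stage means had a Spearman rho of 0.40 (Pearson r 0.397) with GC content. Its permutation p of 1e-05 was the smallest that the permutations can give, and its Benjamini-Hochberg value was 2.17e-05. Each P0 library taken alone against the E14.5 mean gave a rho of 0.0798 for replicate 1 (permutation p = 0.04, Benjamini-Hochberg 0.0547), 0.438 for replicate 2 and 0.429 for replicate 3 (each with a permutation p of 1e-05 and a Benjamini-Hochberg value of 2.17e-05). Within E14.5, each library against the other libraries of that stage gave a rho of −0.256 for replicate 1, 0.275 for replicate 2 and −0.038 for replicate 3, the last with a Benjamini-Hochberg value of 0.363. After correction for GC content, 68 miRNAs were called, of which 39 were higher and 29 lower. This correction was chosen after seeing the data.

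**Figure D5:**
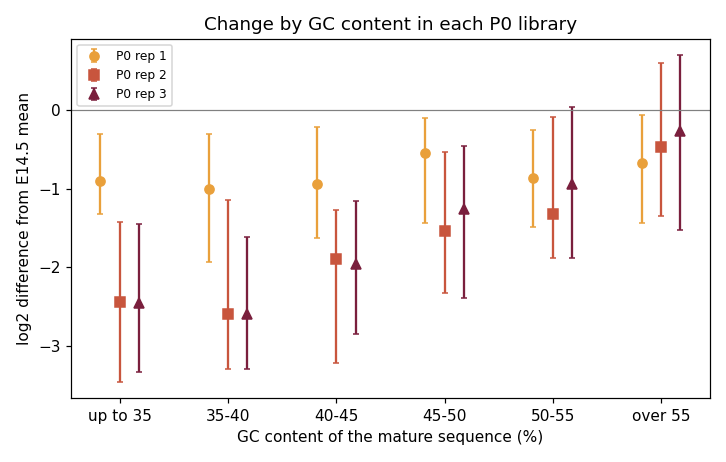
Log2 difference of each P0 library from the E14.5 mean by GC content of the mature sequence (percent), with points at the median and bars from the lower to the upper quartile of the miRNAs in each bin. From the lowest to the highest bin the median goes from −0.90 to −0.67 in replicate 1, from −2.44 to −0.47 in replicate 2 and from −2.45 to −0.26 in replicate 3.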

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

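Alternatives fixed before the data were examined are called planned here. Chosen after seeing the data were limma-voom with median-of-ratios size factors, the GC correction, and the block combined with the GC correction or median-of-ratios scaling. Trimmed-mean scaling had been fixed beforehand as the scaling of the count test. Its use in the limma fit was added after seeing the data. Planned but not run were a negative binomial Wald test, since count tests were not applied to a TPM table and limma-voom was run on the recovered reads in its place, and scaling by library totals alone, which the TPM values already are. The cause of a change was not tested unless it is stated.

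The number of changed miRNAs, 229 (9 higher, 220 lower), was 73 (38 and 35) with median-of-ratios, 58 (28 and 30) with upper-quartile and 74 (40 and 34) with trimmed-mean scaling. It was 68 (39 and 29) with the GC correction, 70 (38 and 32) with the replicate block and GC correction, and 56 (33 and 23) with the replicate block and median-of-ratios scaling. limma-voom on recovered reads called 181 (4 higher, 177 lower), and with median-of-ratios size factors 28 (17 and 11). The simulation in which only the most abundant miRNAs rose gave the same kind of shift in TPM. Scaling to the total can thus produce a shift of this kind. The simulated rise was not matched in size to these libraries, so how much of the shift here arose in this way stays open. No filter gave 219, a filter at 10 TPM 173, summed rows 224, the replicate block 247, leaving out the most abundant miRNA 210, and a pseudocount of 0.1 gave 201, each with at most 12 higher. Across the 6 fits that each left out one library, the changed miRNAs numbered from 66 to 410, the higher from 1 to 52 and the lower from 65 to 358. The lowest count came without E14.5 replicate 3 and the highest without P0 replicate 1, and the latter included all 229 of the calls made with all libraries.

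The let-7 family mean, 0.11, passed the threshold at 1.39 with median-of-ratios, 1.40 with upper-quartile and 1.44 with trimmed-mean scaling, 1.40 with limma-voom and median-of-ratios factors, 1.81 with the GC correction and with the replicate block and GC correction, and 1.39 with the replicate block and median-of-ratios scaling. It also passed at 0.25 without the most abundant miRNA and at 0.11 in the competitive set test. The mean for miR-125, miR-99 and miR-100, 0.03, passed at 1.32, 1.33 and 1.38 under the 3 scalings in that order, at 1.29 in limma-voom with median-of-ratios factors and at 0.034 in the competitive test. It was −0.024 in limma-voom on recovered reads, a change of sign, and it did not pass with the block and median-of-ratios scaling, at 1.32, or with the GC correction, at 0.97. The mean for miR-10 and miR-196, −0.06, turned to 1.22, 1.24 and 1.28 under the 3 scalings, 1.21 in limma-voom with median-of-ratios factors, 1.47 with the GC correction and with the replicate block and GC correction, and 1.22 with the replicate block and median-of-ratios scaling. Of these, the rise did not pass the threshold with upper-quartile scaling (adjusted p = 0.0597) or with the GC correction alone (0.0551), and the adjusted p ranged from 0.0411 to 0.678 over the alternatives that used all libraries.

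The Dlk1-Dio3 mean, −1.44, lost significance at −0.36, −0.34 and −0.31 under the 3 scalings, at −0.29 with the GC correction and with the replicate block and GC correction, at −0.36 with the replicate block and median-of-ratios scaling, and at −1.44 in the competitive test. The miR-200 mean was −2.04 with the GC correction (adjusted p = 0.0551) and with the replicate block and GC correction (adjusted p = 0.0529), above the threshold of 0.05 in both, and its adjusted p ranged from 0.00693 to 0.0551 over the alternatives that used all libraries. The miR-17 cluster kept its direction and its side of the threshold in each of those alternatives (adjusted p from 0.00268 to 0.0425), as did the endothelial markers except in the competitive test (−3.10, adjusted p = 0.113, against 0.00706 at the lowest). The miR-30 family did not reach the threshold in those alternatives.

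The erythroid mean, −0.91, turned to 0.29, 0.31 and 0.35 under the 3 scalings, 0.35 in limma-voom with median-of-ratios factors, 0.49 with the GC correction and with the replicate block and GC correction, and 0.29 with the replicate block and median-of-ratios scaling, and lost significance at −0.91 in the competitive test. The leukocyte mean, −0.62, turned to 0.63, 0.64 and 0.68 under the 3 scalings, 0.67 in limma-voom with median-of-ratios factors, 1.01 with the GC correction and with the replicate block and GC correction, and 0.63 with the replicate block and median-of-ratios scaling. The rise was past the threshold in these settings except with the block, where the adjusted p was 0.0728 with the GC correction and 0.120 with median-of-ratios scaling. With the replicate block alone the fall of −0.62 passed the threshold. The adjusted p ranged from 0.0158 to 0.522 over the alternatives that used all libraries. The stromal mean, −1.83, lost significance at −0.55, −0.53 and −0.49 under the 3 scalings, −0.54 in limma-voom with median-of-ratios factors, −0.60 with the replicate block and GC correction, −0.55 with the replicate block and median-of-ratios scaling, and −1.83 in the competitive test.

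Across the 6 fits that each left out one library, the set means ranged from 0.021 to 0.22 for let-7, from −3.26 to −2.52 for the miR-17 cluster, from −2.28 to −1.17 for miR-30, from −4.47 to −3.28 for miR-200, from −0.26 to 0.30 for miR-125, miR-99 and miR-100, from −0.24 to 0.085 for miR-10 and miR-196, from −1.09 to −0.80 for the erythroid and from −0.85 to −0.40 for the leukocyte markers. The miR-200 set lost significance in 4 of these fits and the miR-17 cluster in 2, while the Dlk1-Dio3, endothelial and stromal sets stayed past the threshold in all 6. The erythroid set lost significance without E14.5 replicate 1. Without P0 replicate 1 the miR-30 and leukocyte sets became significant (means −2.28 and −0.85), and without P0 replicate 3 the let-7 set did.

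Of the named miRNAs, miR-199a-3p turned from −1.14 to 0.15, 0.16 and 0.20 under the 3 scalings, 0.14 in limma-voom with median-of-ratios factors, 0.56 with the GC correction and with the replicate block and GC correction, and 0.15 with the replicate block and median-of-ratios scaling. miR-199b-3p turned from −0.83 to 0.45, 0.47 and 0.51, 0.44, 0.87, 0.87 and 0.45 in the same settings. let-7d-5p turned from −1.21 to 0.075, 0.090 and 0.13, 0.077, 0.49, 0.49 and 0.075, and let-7g-5p turned from −1.71 to 0.20 with the GC correction and with the replicate block and GC correction. Among the 5 named rises, miR-1843a-3p lost significance in both limma-voom fits, with no filter, with a pseudocount of 0.1 and in 5 of the 6 fits that left out a library. miR-668-3p lost it in both limma-voom fits and 4 of the 6, miR-328-3p in limma-voom with median-of-ratios factors and 5 of the 6, and miR-140-3p in 2 of the 6. let-7b-5p kept it in each alternative. let-7c-5p lost it in limma-voom on recovered reads, with no filter, with a pseudocount of 0.1 and in 5 of the 6. Among the 5 named falls, miR-374b-5p lost it in 7 of the alternatives with all libraries, those with another scaling or the GC correction, and in 1 of the 6, and miR-9-3p in limma-voom with median-of-ratios factors. miR-98-5p lost it in the same 7 settings as miR-374b-5p and in 2 of the 6. miR-199a-3p, beside its reversals, lost it in 2 alternatives with all libraries and in 5 of the 6. Without P0 replicate 1, 5 named miRNAs became significant, miR-196a-5p among them. Counting these changes and the reversals, 463 values of named miRNAs and abundance shares were recomputed, of which 338 kept their direction and side of the threshold, 44 became significant, 56 lost significance, 23 reversed and 2 moved by more than 1 SD.

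Within E14.5, 547 and 641 miRNAs had at least 10 reads in the shallower replicates 1 and 3, against 852 in replicate 2. The numbers were 765, 686 and 654 in P0 replicates 1, 2 and 3. P0 replicates 2 and 3 were thus close to E14.5 replicate 3 despite their greater depth, so depth alone does not set this number. For miRNAs near 1 TPM, a change was not measurable in E14.5 replicate 1, where 3 reads correspond to 1.14 TPM.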

Other observations

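The equal-depth tests below were chosen before their results were seen, and the other tests were chosen after the result they bear on was seen.

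More miRNAs were called lower than higher at P0 in TPM. The share of calls that were higher rose from 3.93% to 52.1% after median-of-ratios scaling. That scaling centres the typical change near 0, so a near-even share follows from it whatever the cause, and it does not tell scaling to the library total apart from a general fall. Leaving out the single most abundant miRNA gave 4.29% higher, so that miRNA alone does not account for it. At an equal depth of 2237956 reads the share was 2.91% (1.97 to 4.21 over 20 draws), with a median of 213 miRNAs called, so the difference in depth does not account for it either. A general fall of miRNAs per cell was not measured here.

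The change at P0 rose with the GC content of the mature miRNA, but unequally among libraries of the same stage. The lowest rho of the 3 P0 libraries was 0.0798, in replicate 1, against 0.438 and 0.429 in replicates 2 and 3. Libraries of E14.5 also deviated from their own stage, with a rho of −0.256, 0.275 and −0.038 for replicates 1, 2 and 3, although these 3 deviations are tied to each other because each is taken from the others. The relation at P0 remained at equal depth, with a rho of 0.433 for P0 replicate 2. It also remained among the 224 miRNAs with a mean of at least 100 TPM, with a rho of 0.418. Neither depth nor few reads therefore accounts for the relation at P0. The deviations within E14.5 were not tested in either way, so depth stays open for them. Between the 5p and 3p arms of the same precursor, which are transcribed together, the arm richer in GC rose more, with a rho of 0.293 over 226 precursors (Benjamini-Hochberg value 4e-05). Transcription of GC-rich loci therefore does not explain the whole relation. Taken singly, P0 replicates 1, 2 and 3 gave an arm rho of 0.0719 (Benjamini-Hochberg value 0.336), 0.335 and 0.278. The deviations of E14.5 replicates 1, 2 and 3 gave −0.192, 0.0919 and 0.0529 between arms. For replicates 2 and 3 the Benjamini-Hochberg values were 0.218 and 0.444, so the deviation of E14.5 replicate 2 was not detected between arms. Within the Dlk1-Dio3 cluster the change at P0 had a rho of 0.524 with GC content over 90 miRNAs. A candidate explanation is recovery or counting that depended on base composition and differed between individual libraries. Arm choice or stability that differs between litters was not tested and would also act on the arms separately.

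P0 replicate 1 was nearer to the E14.5 libraries than to the other P0 libraries, with a difference in mean correlation of 0.0395, against −0.067 and −0.068 for P0 replicates 2 and 3. The difference was 0.0407 at equal depth and 0.0230 after the GC correction, so it is not explained by depth, and the GC trend accounts for part of it at most. A mislabelled sample was examined through the direction of its shift, with separate E14.5 libraries as baselines so that no value was shared. The lowest rho between its shift and that of the other P0 libraries was 0.207 (highest 0.425), against 0.644 to 0.786 for P0 replicates 2 and 3. The E14.5 libraries handled the same way gave −0.403 to −0.038 for replicate 1, 0.403 to 0.415 for replicate 2 and −0.415 to 0.038 for replicate 3, values that share baselines and mirror each other in part. Since replicate 2 of E14.5 reached as far, the direction alone does not settle the label. Among the 11 predefined sets, the summed TPM of P0 replicate 1 was nearest to another P0 library in 5, against 2, 6 and 2 for E14.5 replicates 1, 2 and 3 and 11 and 10 for P0 replicates 2 and 3, which does not settle it either. The 5 sets nearest to another P0 library in TPM were let-7, miR-200, the set of miR-125, miR-99 and miR-100, and the endothelial and stromal markers, and the other 6 were nearest to E14.5. After median-of-ratios scaling the stromal markers joined the latter, leaving 4 and 7. The sets nearest to P0 then numbered 2, 5 and 2 for the E14.5 libraries and 9 and 7 for P0 replicates 2 and 3. The summed endothelial level of P0 replicate 1 was 8158 TPM, against 26608 to 44921 at E14.5 and 5634 and 8116 in the other P0 libraries, and its level of miR-10 and miR-196 was 79891 TPM, against 72606 to 111721 and 220888 and 235302. It lay outside the range of the 3 E14.5 libraries for 71.8% of the tested miRNAs in TPM and 65.2% after scaling, where an exchangeable sample gives 50%, and the other P0 libraries did so for 81.6% to 83.4% over both scales. That share goes against a plain E14.5 sample under a P0 label, without a test against the spread between E14.5 litters. A mixture was simulated by averaging an E14.5 and another P0 library, in 6 combinations, over the 224 miRNAs with a mean of at least 100 TPM. P0 replicate 1 lay outside the range of the 3 remaining libraries for at least 35.7% of these miRNAs and the mixtures for at most 14.7%. P0 replicates 2 and 3 exceeded their mixtures in all 6 combinations too, although those mixtures lay outside for 17.4% to 45.5% of the miRNAs. Exceeding the averages was thus common to all 3 P0 libraries and not particular to replicate 1, so this does not exclude a mixture. The direction and set tests leave a mislabelled sample open and the simulation leaves a mixed sample open, and a litter at an intermediate state was not tested. The labels were kept as given.

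The log2 fold changes in the authors' deposited table weighted the libraries unequally. Over 350 miRNAs with at least 50 reads in every library, a linear combination of the 6 libraries' log2 normalised reads reproduced those fold changes with an R squared of 0.998. The weights were −0.270, −0.695 and −0.034 for E14.5 replicates 1, 2 and 3 and 0.247, 0.240 and 0.510 for P0 replicates 1, 2 and 3 (bootstrap SE 0.0048 to 0.017). The log2 ratio of group means, handled the same way, gave −0.362, −0.302, −0.305, 0.314, 0.376 and 0.284. The weight of −0.695 for E14.5 replicate 2 is far from the −0.333 of an equal weighting, so a fit on the stage alone does not give the deposited values. A further term in the authors' model is a candidate explanation, and which term was not tested. No biological explanation applies to this pattern.

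Members of the let-7 family changed by different amounts. The range of their log2 changes was 4.23 in TPM, 4.23 after median-of-ratios scaling and 3.59 after the GC correction, with 7, 8 and 9 of the 10 members higher. The GC content of the members had a rho of 0.711 with the change (permutation p = 0.0245, Benjamini-Hochberg value 0.0358), so base composition may contribute, but most of the range remained after the correction. miR-98-5p and let-7f-5p, which lie in the same intron of Huwe1 and have the same GC content of 31.8%, had log2 changes of −0.91 and 1.80 after median-of-ratios scaling. This pair was chosen after its values were seen. let-7f-5p has 2 genomic copies, so its reads can come from the other copy. Exchange of reads between members that differ by 1 base does not account for the range, which was 3.18 in TPM among the 5 members that are not 1 base from another. Exchange between members that differ by more bases was not tested.

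The 6 libraries can be split 3 against 3 in 10 ways, of which 4 part all same-numbered samples and 6 part 1 pair, so no share under 0.1 was possible and chance cannot be excluded by this count. Among the 4 splits, 1 (the real one) gave as many changed miRNAs in TPM (229), and the same held for miRNAs lower and for miRNAs higher at P0. In every other split of the 10, 0 miRNAs were called, with at most 108 at an unadjusted p under 0.05, against 328 in the real split. With median-of-ratios scaling the real split gave 73 and every other split 0, with at most 137 at an unadjusted p under 0.05. For the sets in TPM, 2 of the 4 splits gave a rotation-test p as small as the real one for let-7, 2 for miR-10 and miR-196, and 4 for miR-125, miR-99 and miR-100. It was 1 of 4 for the miR-17 cluster, miR-30, miR-200, Dlk1-Dio3, erythroid, endothelial, leukocyte and stromal sets. With median-of-ratios scaling it was 3 of 4 for miR-30 and the erythroid set and 1 of 4 for each of the other 9 sets. The 6 splits that part 1 pair also held smaller rotation-test p-values than the real split for some sets. In TPM these were miR-30 (0.102 and 0.0550, against 0.136), the leukocyte set (0.0458, against 0.110), miR-10 and miR-196, and the set of miR-125, miR-99 and miR-100. After scaling they were the stromal set (0.0482, against 0.0711), miR-30 and the erythroid set.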
